A study of Saccharomyces cerevisiae with 83 samples.

How the data were processed

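The samples were cultures of Saccharomyces cerevisiae in the W303 background, and each of the 83 libraries was 1 of 3 kinds: RNA-seq of a whole lysate (30 libraries, called RNA here), ribosome footprints of all 80S ribosomes of a lysate (30 libraries, total 80S), and ribosome footprints of 80S ribosomes pulled down with an antibody against a FLAG tag on a Upf protein (23 libraries, IP 80S). Upf1, Upf2 (gene NMD2) and Upf3 are the core factors of nonsense-mediated mRNA decay (NMD), the pathway that degrades mRNAs whose translation ends too early. Comparing footprints in the pulled-down ribosomes with those of all ribosomes of the same lysate is known as selective ribosome profiling.

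Per the labels' protocols, cells were collected by filtration and frozen, lysed in a cryogenic mill, and digested with RNase I, and 80S particles were recovered through a 1 M sucrose cushion. Cultures marked CHX received 100 µg/ml cycloheximide, which stops elongating ribosomes, just before filtration and in the lysis buffer, and cultures marked noCHX received none. Per the labels' protocols, footprint libraries were made with a small RNA kit and RNA libraries with a stranded mRNA kit, and ribosomal RNA was removed with one kit in the strains with N-terminal tags and with another kit in the strains with C-terminal tags. The kit and the position of the tag therefore could not be separated, and the 2 sets of strains, the N experiment and the C experiment, were never put into one model. An immunoprecipitate from untagged cells was not analysed here.

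The authors deposited 6 tables for the whole series. Of these, 3 hold expected counts, which are estimated counts per transcript and need not be whole numbers, and 3 hold the FPKM values that the authors derived from the same estimates, per the file headers. The file names give RSEM at the isoform level as the counting program, and its version, the aligner, the genome build and the annotation are not stated. Each table lists 6952 transcripts, of which 343 are unspliced (pre-mRNA) entries and 22 are noncoding. Replicates were not pooled by the authors, per the column names. The columns of the deposited footprint tables are divided by footprint length, and a column is 1 length class of a library, so that its total is not the depth of the whole library. The main class was 27-32 nt in libraries with cycloheximide and 20-32 nt (20-23 nt and 27-32 nt together) without it, and a 37-43 nt class was given for some libraries with cycloheximide. Every column was matched to its sample by the title in the labels, with 0 columns left over. Gene symbols were taken from a names table of the R64 assembly, in which 5966 of the 6656 loci had a match; locus names are given for the others, and no coordinates are printed.

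The expected counts were rounded to whole numbers, and transcripts were kept where edgeR's filterByExpr kept them with a minimum count of 10. The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) with TMM factors and robust dispersion estimates, in 1 model per experiment and kind of library over all of its groups, without a replicate term. IP against total 80S (IP/TOTAL) was a contrast between the 2 kinds of library of a strain, a difference between strains in IP/TOTAL was an interaction term, and translational efficiency (TE) was tested as the interaction of total 80S against RNA in 1 model over both kinds of library. P-values were two-sided and adjusted by Benjamini-Hochberg within each comparison, and transcripts with an adjusted p-value under 0.05 are called changed. Log2 fold changes are those fitted by edgeR, given with an approximate standard error (SE). The SE was derived from the test, as the absolute log2 fold change divided by the square root of the F statistic. Levels are given as CPM, the deposited expected counts of a transcript scaled to a common total per library, without further factors. Where a group held at most 3 counts in every library, the fold change is given as a bound computed against 3 counts. The bound uses the mean level of the other group, so a single lysate can fall below it.

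A set of NMD-sensitive transcripts was defined in the C experiment as those significantly higher in both the DE572AA-FLAG strain against wild type and the upf2Δ-labelled strain against Upf1-FLAG, a pair of comparisons with no library in common. It was then tested only in other libraries or other kinds of library. A set of unspliced entries held all tested pre-mRNA entries. Sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between transcripts, and again with fry and with camera at an estimated correlation, with Benjamini-Hochberg adjustment over the comparisons of a set. A list of 12 known NMD substrates (CPA1, PPR1, ALR1, SPT10, REV7, UBP7, EST1, EST2, EST3, STN1, TEN1 and CTF13) was fixed as well, with EST3 read from its pre-mRNA entry, the only one listed. Shares of footprint classes were compared between paired libraries with exact two-sided sign-flip permutation tests.

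The transcripts named in the text follow a rule that, like the tests, the designs and most alternatives, was fixed before the data were examined. It comprised the 3 Upf genes, the markers HIS3, URA3, LEU2 and TRP1 and the list of substrates. In 6 comparisons it added up to 2 higher and 2 lower transcripts with the largest log2 fold change among those with an adjusted p-value under 0.05, a mean log2 CPM of at least 5 and groups that did not overlap. Transcripts named outside that rule are said to be so.

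Depth, as the total of the deposited expected counts in the class used, was 49079265 to 164141441 for RNA, 107334 to 3020880 for total 80S and 66971 to 1470361 for IP 80S. A count of 0 in a ribosome library leaves room for up to 0.993 CPM in the deepest and 44.8 CPM in the shallowest library (3 counts). These limits cover counting error only, since the libraries carry no molecular identifiers in the tables. Replicates of a group were compared by chi-square over transcripts with at least 10 counts, and the smallest ratio of chi-square to its degrees of freedom was 12.7 for RNA, 2.27 for total 80S and 2.21 for IP 80S, so no pair of libraries agreed within sampling noise.

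The models were tested on simulated data, drawn from the means and library sizes of the real libraries with 200 transcripts changed 4-fold. Of these, 98% were recovered with 8 false calls among 6693 transcripts for RNA in the C experiment and 100% with 8 false calls among 6717 in the N experiment. For total 80S the recovery was 90.5% (4 false calls, 5041 transcripts) in the C experiment and 25% (4 false calls, 4179 transcripts) in the N experiment. For IP/TOTAL it was 93.5% (10 false calls, 5027 transcripts) and 29.5% (1 false call, 4332 transcripts), and for differences in IP/TOTAL 86.5% (10 false calls, 5046 transcripts) and 7% (1 false call, 4343 transcripts). For TE it was 86% (11 false calls, 6573 transcripts). Footprint comparisons in the N experiment therefore had low power in these draws, which covered FLAG-Upf1 CHX and its difference from FLAG-Upf2 CHX. The draws gave every group the same spread per transcript. Real IP replicates of the N experiment correlated at 0.334 in FLAG-Upf1+Upf2+Upf3 CHX and at 0.947 in FLAG-Upf2 noCHX. The recovery and the false calls need not hold for groups whose own spread is smaller or larger.

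The transformant number in the titles links the RNA, total 80S and IP 80S libraries of 1 lysate, per the labels, and so pairs the libraries in IP/TOTAL and TE. Deviations of same-numbered libraries from their group means had correlations of -0.0403 to 0.0588 between IP and total 80S and of -0.0429 to 0.0573 between total 80S and RNA. In the N experiment the column names give the libraries of a strain with and without cycloheximide the same transformant numbers, so the comparison of CHX with noCHX in WT-N is paired, with correlations of 0.484 for RNA and 0.0338 for total 80S. Across strains the number is a number only.

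The alternatives were RLE size factors in place of TMM, no filter on low counts, and only the compared groups in the model. A replicate block, DESeq2 1.42.0 and each replicate left out in turn were used as well. For sets they were fry and a stricter and a wider definition of the NMD-sensitive set. Correlations were repeated over transcripts with a mean log2 CPM of at least 5, and levels of the Upf genes with the deposited FPKM values. The 27-32 nt class in place of 20-32 nt without cycloheximide was added after the data had been seen, as were the alternatives of the comparison between length classes and the transformant as a block between treatments of WT-N. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

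No reads were aligned or counted again. The positions of footprints within transcripts are not analysed here.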

Results

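RNA-seq, total 80S footprint and IP 80S footprint libraries were collected from yeast strains carrying FLAG-tagged Upf proteins, to ask which mRNAs and which footprint lengths are found in ribosomes bound by each Upf protein. In the N experiment the tag was N-terminal and each group had 2 replicates. Its strains were a wild type with an empty plasmid (WT-N), FLAG-Upf1 in an upf1 deletion, FLAG-Upf2 in an nmd2 deletion and FLAG-Upf3 in a upf3 deletion, each without and with cycloheximide (noCHX and CHX), and a upf1 deletion with plasmids for all 3 tagged proteins (FLAG-Upf1+Upf2+Upf3), with cycloheximide only. In the C experiment the tag was C-terminal, each group had 3 replicates, and every culture received cycloheximide. Its strains were a wild type with an empty plasmid (WT-C), Upf1-FLAG in an upf1 deletion, Upf1 with the DE572AA substitution in its helicase domain (DE572AA-FLAG) in the same deletion, and Upf1-FLAG in a strain labelled as deleted for both nmd2 and upf1, called the upf2Δ-labelled strain here. RNA and total 80S libraries were made from all strains and IP 80S libraries from the tagged strains.

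The 12 RNA libraries of the C experiment held 92571804 to 164141441 expected counts. Its 12 total 80S libraries held 213689 to 3020880 counts and its 9 IP 80S libraries 275418 to 1419205 counts in the footprint class used. The N experiment with cycloheximide had 50869379 to 152961740 counts per RNA library, 107334 to 767020 per total 80S library and 66971 to 734222 per IP 80S library. Without cycloheximide these were 49079265 to 151738003, 143937 to 935202 and 89371 to 1470361 counts. The most abundant transcript took 1.57 to 3.78% of the counts of an RNA library, 2.60 to 4.54% of a total 80S library and 3.93 to 5.90% of an IP 80S library. Pearson correlations of log2 CPM between replicates, across transcripts, were 0.953 to 0.997 for RNA, 0.555 to 0.975 for total 80S and 0.334 to 0.966 for IP 80S. The biological coefficient of variation was 0.187 for RNA, 0.130 for total 80S and 0.121 for IP with total 80S in the C experiment. The corresponding values of the N experiment were 0.104 for RNA, 0.473 for total 80S and 0.404 for IP with total 80S, so footprint comparisons there were less precise.

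The RNA of the Upf genes was examined first, since it bears on the labels. UPF1 (YMR080C) RNA was 383 ± 10.7 CPM in WT-C (SD, n = 3) and 23470 ± 480.2 CPM in Upf1-FLAG (SD, n = 3). The log2 fold change was 5.96 (SE 0.11), with an adjusted p-value of 8.53e-13 in edgeR's quasi-likelihood test. Leaving out 1 library at a time moved it at most to 5.99, without Upf1-FLAG replicate 1. UPF1 was likewise higher in DE572AA-FLAG, at 12520 ± 1529 CPM (SD, n = 3; log2 fold change 4.92), and in the upf2Δ-labelled strain, at 13030 ± 1073 CPM (SD, n = 3; log2 fold change 5.02). It was lower in both than in Upf1-FLAG, with log2 fold changes of -1.04 and -0.94 and adjusted p-values of 5.32e-06 and 1.23e-05 in edgeR's test. Among the N-terminal tags, UPF1 was at 314 ± 22.0 CPM in WT-N noCHX (SD, n = 2) against 31750 ± 549 CPM in FLAG-Upf1 noCHX (SD, n = 2), and the log2 fold change was 6.56. With cycloheximide it was 6.40 for FLAG-Upf1 and 4.92 for FLAG-Upf1+Upf2+Upf3.

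NMD2 (YHR077C), the gene of Upf2, was at 158 ± 9.02 CPM in WT-N noCHX (SD, n = 2) and 9417 ± 2799 CPM in FLAG-Upf2 noCHX (SD, n = 2), with a log2 fold change of 5.92 (SE 0.22) and an adjusted p-value of 1.02e-09 in edgeR's test. With cycloheximide the log2 fold change was 6.03 for FLAG-Upf2 and 3.54 for FLAG-Upf1+Upf2+Upf3. UPF3 (YGR072W) RNA was at 7065 ± 88.7 CPM in FLAG-Upf3 noCHX (SD, n = 2), a log2 fold change of 7.55 (SE 0.26) with an adjusted p-value of 9.45e-09 in edgeR's test, and its log2 fold change with cycloheximide was 7.91 for FLAG-Upf3 and 6.35 for FLAG-Upf1+Upf2+Upf3. NMD2 went against the label of 1 strain. In the strain labelled as lacking nmd2, NMD2 RNA was not lower but higher, at 1174 ± 17.7 CPM (SD, n = 3) against 212 ± 22.6 CPM in Upf1-FLAG (SD, n = 3), with a log2 fold change of 2.38 (SE 0.07) and an adjusted p-value of 5.07e-11 in edgeR's test. The unspliced entry of NMD2 held 0 counts in all 3 libraries of this strain, against means of 15.7 CPM in WT-C and 6.35 CPM in Upf1-FLAG. Every result drawn from this strain is therefore given under its label only.

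**Figure D1:**
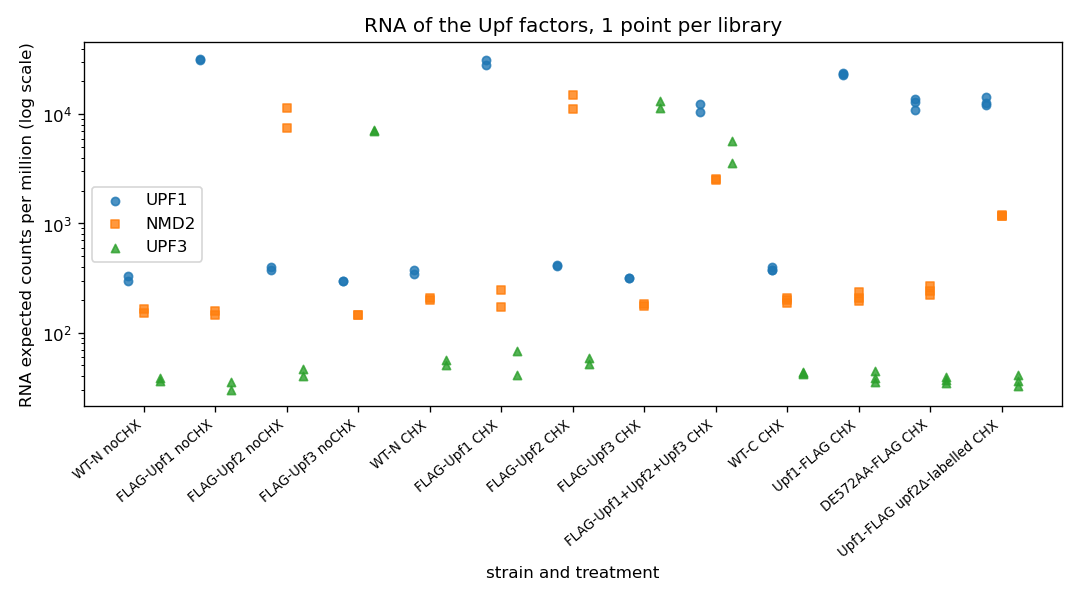
RNA of UPF1, NMD2 and UPF3 in CPM (log scale) for each strain and treatment, with 1 point per library. UPF1 lies near 23470 CPM in Upf1-FLAG against 383 CPM in WT-C, and NMD2 lies near 1174 CPM in the upf2Δ-labelled strain against 212 CPM in Upf1-FLAG.

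Among the markers, HIS3 (YOR202W) RNA was at 30.9 CPM in WT-C and at 156.2, 245 and 248 CPM in Upf1-FLAG, DE572AA-FLAG and the upf2Δ-labelled strain, which all carry a HIS3 disruption by label. LEU2 (YCL018W) RNA was at 1832 ± 99.2 CPM in WT-C (SD, n = 3) and at 564, 337 and 388 CPM in those strains. URA3 (YEL021W) RNA was at 866 ± 139.6 CPM in FLAG-Upf1+Upf2+Upf3 (SD, n = 2) against 146 CPM in WT-N CHX. In the upf2Δ-labelled strain, whose label includes upf1::URA3, URA3 was at 83.4 CPM against 82.2 CPM in Upf1-FLAG, and the log2 fold change of -0.08 had an adjusted p-value of 0.691 in edgeR's test. TRP1 (YDR007W) RNA was at 9899 CPM in WT-N noCHX, 6756 CPM in FLAG-Upf2 noCHX, 1726 CPM in FLAG-Upf3 noCHX and 186 CPM in FLAG-Upf1 noCHX. UPF1, NMD2 and UPF3 were listed at 0 in all 53 ribosome libraries, so footprints on the transcripts of the Upf genes could not be compared.

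RNA levels in the C experiment were compared to ask which transcripts change when Upf1 is tagged, altered or present in the upf2Δ-labelled strain. Of 6739 transcripts tested, 2040 differed between Upf1-FLAG and WT-C (1177 higher, 863 lower), of which 175 were at least 2-fold higher and 25 at least 2-fold lower. Leaving out WT-C replicate 1 moved this count most, to 1384. Between DE572AA-FLAG and WT-C 3630 transcripts differed (1769 higher, 1861 lower), with 622 at least 2-fold higher and 35 at least 2-fold lower. Between the upf2Δ-labelled strain and WT-C 3631 differed (1750 higher, 1881 lower), with 657 and 41 past 2-fold. Against Upf1-FLAG as the reference, 1786 transcripts differed in DE572AA-FLAG (1034 higher, 752 lower) and 1539 in the upf2Δ-labelled strain (949 higher, 590 lower). With only the compared groups in the model these last counts were 849 and 946.

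Between DE572AA-FLAG and WT-C, the higher transcripts with the largest change under the naming rule were MAL31 (YBR298C), with a log2 fold change of 3.10 (SE 0.09) and an adjusted p-value of 7.08e-11 in edgeR's test, and YOR203W, with a log2 fold change of 2.96 (SE 0.38) and an adjusted p-value of 0.000178 in edgeR's test. MAL31 RNA was at 99.8 ± 10.4 CPM in DE572AA-FLAG (SD, n = 3) and 10.7 ± 0.480 CPM in WT-C (SD, n = 3). YOR203W RNA was at 93.8 ± 46.6 CPM against 11.2 ± 2.79 CPM (SD, n = 3 each), and its value is uncertain because its locus number follows that of the HIS3 marker and reads from that neighbour could not be told from its own. The largest decreases were those of FRE4 (YNR060W; log2 fold change -2.72, adjusted p-value 0.000517 in edgeR's test) and PRM7 (YDL039C; log2 fold change -2.04, adjusted p-value 4.92e-07 in edgeR's test). Between the upf2Δ-labelled strain and Upf1-FLAG, the mating factor gene MF(ALPHA)1 (YPL187W) rose from 0.120 ± 0.0661 to 512 ± 13.8 CPM (SD, n = 3 each; log2 fold change 11.88, adjusted p-value 6.61e-07 in edgeR's test) and STE3 (YKL178C) had a log2 fold change of 6.03 and an adjusted p-value of 1.27e-05 in edgeR's test. MFA2 (YNL145W) fell to 0.429 CPM from 190.5 CPM (log2 fold change -8.88, adjusted p-value 1.27e-15 in edgeR's test) and BAR1 (YIL015W) to 5.69 CPM from 167 CPM (log2 fold change -4.97, adjusted p-value 1.21e-13 in edgeR's test). All 4 are transcripts specific to 1 of the 2 mating types.

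The 12 known NMD substrates were examined as a list fixed beforehand. In Upf1-FLAG against WT-C, 9 were significantly higher over all genes tested and 10 when adjusted over the list alone, with a median log2 fold change of 0.33 and none lower, at an unadjusted p-value under 0.05 either. The count moved most, to 7, without any 1 of the WT-C replicates or without Upf1-FLAG replicate 1. In DE572AA-FLAG against WT-C 10 were higher (11 adjusted over the list alone; median 0.97), and in the upf2Δ-labelled strain 11 (11 adjusted over the list alone; median 0.91). Against Upf1-FLAG, 8 were higher in DE572AA-FLAG (10 adjusted over the list alone; median 0.36) and 7 in the upf2Δ-labelled strain (9 adjusted over the list alone; median 0.36). STN1 RNA was at 94.6 ± 8.13 CPM in DE572AA-FLAG and 28.1 ± 2.49 CPM in WT-C (SD, n = 3 each), a log2 fold change of 1.64 with an adjusted p-value of 1.35e-09 in edgeR's test. CPA1 was at 556 ± 25.6 CPM and 230.5 ± 7.66 CPM (SD, n = 3 each), a log2 fold change of 1.16 with an adjusted p-value of 1.85e-09 in edgeR's test. The 2 that did not change were SPT10, with a log2 fold change of 0.13 and an adjusted p-value of 0.0691 in edgeR's test, and UBP7, with -0.09 and 0.232. SPT10 passed the threshold with RLE size factors and with DESeq2.

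RNA levels in the N experiment were compared for each tagged strain with WT-N under the same treatment, over 6736 transcripts. Without cycloheximide 2481 transcripts differed in FLAG-Upf1 (1131 higher, 1350 lower), 1004 in FLAG-Upf2 (669 higher, 335 lower) and 316 in FLAG-Upf3 (204 higher, 112 lower). With cycloheximide 969 differed in FLAG-Upf1 (582 higher, 387 lower), 123 in FLAG-Upf2 (82 higher, 41 lower), 261 in FLAG-Upf3 (91 higher, 170 lower) and 1510 in FLAG-Upf1+Upf2+Upf3 (907 higher, 603 lower). With RLE size factors the share of higher calls went from 60.1% to 43% in FLAG-Upf1 CHX and from 60.1% to 48.2% in FLAG-Upf1+Upf2+Upf3 CHX, so which direction held the majority depended on the scaling. When only the compared groups entered the model, 1948 transcripts differed in FLAG-Upf1 noCHX and 833 in FLAG-Upf1+Upf2+Upf3 CHX, while the other 5 counts fell to between 31 and 50. Within WT-N, 4062 transcripts differed between CHX and noCHX (2074 higher, 1988 lower). Of the 12 known substrates, 6 were higher and 1 lower in FLAG-Upf1 noCHX (6 and 2 adjusted over the list alone), 8 were higher in FLAG-Upf2 noCHX (9 adjusted over the list alone, with 1 lower) and 1 in FLAG-Upf3 noCHX (2 adjusted over the list alone, with 1 lower). With cycloheximide 4 were higher in FLAG-Upf1 (5 adjusted over the list alone), 3 in FLAG-Upf2 (5), 0 in FLAG-Upf3 (0, with 1 higher and 2 lower at an unadjusted p-value under 0.05) and 9 in FLAG-Upf1+Upf2+Upf3 (10). The count for FLAG-Upf2 CHX fell from 3 to 1 with RLE size factors.

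A set of 838 NMD-sensitive transcripts was higher both in DE572AA-FLAG against WT-C and in the upf2Δ-labelled strain against Upf1-FLAG, where independent calls would share 249. Of these 838, 34 were unspliced entries. In the same 2 comparisons 407 transcripts were lower in both. The comparisons thus share changes in both directions, and the overlap alone does not show that a member of the set is a target of NMD. The set was then tested in the RNA of the N experiment, as the median log2 fold change of the set minus that of all transcripts. The shift was 0.36 in FLAG-Upf1 noCHX, where 86.9% of the set was higher (camera, adjusted p-value 4.29e-38), 0.27 in FLAG-Upf2 noCHX (91.4% higher; 7.08e-30) and 0.08 in FLAG-Upf3 noCHX (71.8% higher; 1.97e-06). With cycloheximide it was 0.15 in FLAG-Upf1 (76.5% higher; 4.25e-14), 0.13 in FLAG-Upf2 (86.8% higher; 5.42e-12), -0.02 in FLAG-Upf3 (45.3% higher; 0.351) and 0.39 in FLAG-Upf1+Upf2+Upf3 (95.1% higher; 3.03e-56). The 6 calls past the threshold held under fry and under camera with an estimated correlation. The shift in FLAG-Upf1 noCHX was 0.95 when the set was limited to transcripts at least 2-fold higher in both defining comparisons, the alternative that moved it most, and without 1 library at a time it stayed between 0.35 and 0.37.

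Unspliced entries were examined because retained introns can make a transcript a target of NMD. They held 2.42 ± 0.0631% of RNA counts in WT-C, 2.70 ± 0.0355% in Upf1-FLAG, 3.58 ± 0.0501% in DE572AA-FLAG and 3.43 ± 0.0700% in the upf2Δ-labelled strain (SD, n = 3 each). Without cycloheximide the share was 1.46 ± 0.0403% in WT-N, 1.29 ± 0.0537% in FLAG-Upf1, 1.74 ± 0.00919% in FLAG-Upf2 and 1.41 ± 0.0403% in FLAG-Upf3 (SD, n = 2 each). With it the share was 1.59 ± 0.121% in WT-N, 1.48 ± 0.134% in FLAG-Upf1, 1.85 ± 0.0750% in FLAG-Upf2, 1.65 ± 0.00424% in FLAG-Upf3 and 1.62 ± 0.131% in FLAG-Upf1+Upf2+Upf3 (SD, n = 2 each). In FLAG-Upf2 the unspliced entry of NMD2 itself was at 1912 CPM without and 2314 CPM with cycloheximide, and is part of that share. The shares were not tested between groups. Over the 326 entries tested in the C experiment, the median log2 fold change relative to all transcripts was 0.08 in Upf1-FLAG, 0.17 in DE572AA-FLAG and 0.24 in the upf2Δ-labelled strain against WT-C, with 58.9, 66.6 and 65.6% higher. Against Upf1-FLAG it was 0.13 in DE572AA-FLAG (64.4% higher) and 0.16 in the upf2Δ-labelled strain (66.9% higher). Camera gave adjusted p-values of 0.802, 0.6, 0.593, 0.375 and 0.375 for these 5 comparisons, none past the threshold, while all 5 passed it under fry. Leaving out Upf1-FLAG replicate 3 moved the first shift most, to 0.01.

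Total 80S footprints were compared between strains in the same way. In the C experiment, of 5086 transcripts, 173 differed between Upf1-FLAG and WT-C (82 higher, 91 lower), 472 between DE572AA-FLAG and WT-C (275 higher, 197 lower) and 403 between the upf2Δ-labelled strain and WT-C (234 higher, 169 lower). The first count fell to 40 when only the compared groups entered the model and to 105 without WT-C replicate 2. The second fell to 309 without WT-C replicate 3 and the third to 240 without replicate 3 of the upf2Δ-labelled strain. Of 4339 transcripts in the N experiment, 2, 11 and 1 differed in FLAG-Upf1, FLAG-Upf2 and FLAG-Upf3 without cycloheximide, where 277, 171 and 176 had an unadjusted p-value under 0.05. With cycloheximide 2, 10 and 1 differed (274, 65 and 91 at an unadjusted p-value under 0.05), and 42 in FLAG-Upf1+Upf2+Upf3 (5 higher, 37 lower). The marker HIS3 was among the higher calls in each tagged strain under each treatment. It was the only call in FLAG-Upf3, with adjusted p-values of 0.000111 without and 0.000832 with cycloheximide in edgeR's test. Under RLE scaling 3 of the 7 calls in FLAG-Upf1 noCHX were higher, in place of both calls, and the median of all transcripts in FLAG-Upf1+Upf2+Upf3 moved by 0.11. Between CHX and noCHX in WT-N, 1 transcript differed and 292 had an unadjusted p-value under 0.05, and with the transformant as a block 11 differed.

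To ask which transcripts are over- or under-represented in ribosomes bound by Upf1, IP 80S was compared with total 80S of the same lysates in the C experiment. Of 5078 transcripts, 2358 differed in Upf1-FLAG (1098 higher in IP, 1260 lower), 1976 in DE572AA-FLAG (934 higher, 1042 lower) and 2349 in the upf2Δ-labelled strain (1133 higher, 1216 lower). At least 2-fold differences numbered 250 higher and 706 lower in Upf1-FLAG, 192 and 421 in DE572AA-FLAG, and 300 and 675 in the upf2Δ-labelled strain. The count for Upf1-FLAG moved most without its replicate 2, to 1597. Under the naming rule, the transcripts highest in the Upf1-FLAG IP were YOR248W, at 200 ± 98.3 CPM in IP (SD, n = 3) and 0 counts in total 80S, at least 189-fold higher with an adjusted p-value of 0.000282 in edgeR's test, and YOR309C, at 101 CPM in IP and 0 counts in total 80S, at least 95.8-fold higher with an adjusted p-value of 0.00164 in edgeR's test. For YOR248W the adjusted p-value in edgeR's test was 0.0597 with the lysate as a block, within a range of 2.69e-08 to 0.0597 over its alternatives. Both loci have no match in the names table and an overlap with neighbouring genes was not excluded, so their values are uncertain. RPS6A (YPL090C) was lower in IP, at 16.6 against 249 CPM, with a log2 fold change of -3.73 (SE 0.54) and an adjusted p-value of 9.69e-05 in edgeR's test. It has a close paralog, so its value is uncertain as well. PMP2 (YEL017C-A) was at 23.4 ± 5.93 CPM in IP and 244 ± 24.6 CPM in total 80S (SD, n = 3 each), with a log2 fold change of -3.49 (SE 0.28) and an adjusted p-value of 6.68e-09 in edgeR's test.

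Of 4477 transcripts in the N experiment, IP differed from total 80S at 203 in FLAG-Upf1 noCHX (40 higher, 163 lower), 506 in FLAG-Upf2 noCHX (106 higher, 400 lower) and 530 in FLAG-Upf3 noCHX (88 higher, 442 lower). With cycloheximide it differed at 136 in FLAG-Upf1 (41 higher, 95 lower), 562 in FLAG-Upf2 (124 higher, 438 lower), 654 in FLAG-Upf3 (153 higher, 501 lower) and 829 in FLAG-Upf1+Upf2+Upf3 (375 higher, 454 lower). With the lysate as a block the last count was 540. With only the compared groups in the model the counts moved both ways, from 506 to 1571 in FLAG-Upf2 noCHX and from 829 to 10 in FLAG-Upf1+Upf2+Upf3. Under RLE scaling 19.7% of the calls in FLAG-Upf1 CHX were higher (30 of 152), in place of 30.1%. RLE moved the median of all transcripts by -0.16 in FLAG-Upf2 noCHX, -0.10 in FLAG-Upf1 CHX, -0.18 in FLAG-Upf2 CHX and -0.16 in FLAG-Upf3 CHX. In FLAG-Upf1 CHX, YOR248W was at 1374 CPM in IP and 0 counts in total 80S, at least 85.6-fold higher (adjusted p-value 0.0431 in edgeR's test), and CEM1 (YER061C) was at 86.0 CPM against 0 counts, at least 5.36-fold higher (adjusted p-value 0.00991 in edgeR's test). RPB10 (YOR210W) and KRR1 (YCL059C) had 2 counts in each IP library. By group means they were at least 14.96-fold and at least 9.58-fold lower (adjusted p-values 0.0424 and 0.0499 in edgeR's test). Their total 80S counts were 19 to 39 and 4 to 45, so these bounds need not hold in each lysate. The log2 fold change of KRR1 was -1.89 without FLAG-Upf1 replicate 2, a smaller change than its bound. With the lysate as a block, the calls of YOR248W, RPB10 and KRR1 were lost, at adjusted p-values of 0.259, 0.0746 and 0.148 in edgeR's test. Over their alternatives these ranged from 2.52e-52 to 0.259, from 0.0224 to 0.104 and from 0.0115 to 0.148.

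Whether IP/TOTAL itself differed between strains was tested with interaction terms. DE572AA-FLAG differed from Upf1-FLAG at 12 transcripts, all higher, with 370 at an unadjusted p-value under 0.05. The count was 1 without Upf1-FLAG replicate 2. The upf2Δ-labelled strain differed from Upf1-FLAG at 0 transcripts, with 3.98% of the 5078 transcripts at an unadjusted p-value under 0.05. Against FLAG-Upf1 CHX, FLAG-Upf2 CHX differed at 0 transcripts in edgeR's test (298 at an unadjusted p-value under 0.05). That count was 8 with RLE size factors, 16 with only the compared groups, 17 without the filter on low counts and 57 with DESeq2. FLAG-Upf3 CHX differed from FLAG-Upf1 CHX at 43 (1 higher, 42 lower), with 449 at an unadjusted p-value under 0.05. FLAG-Upf1+Upf2+Upf3 CHX differed from it at 41 (18 higher, 23 lower), or 9 with the lysate as a block, with 903 at an unadjusted p-value under 0.05. Between CHX and noCHX the IP/TOTAL of FLAG-Upf1, FLAG-Upf2 and FLAG-Upf3 differed at 0 transcripts each, with 248, 31 and 167 at an unadjusted p-value under 0.05, and for FLAG-Upf3 RLE moved the median of all transcripts by -0.11. The transformant numbers, which the treatments of a strain share, were not used as a block in these comparisons. In simulated data with a spread shared by all groups, the interaction term had low power in the N experiment. Of the transcripts that differed in DE572AA-FLAG, the naming rule gave RPL7B and GCN4. RPL7B (YPL198W) was at 929.8 ± 108 CPM in IP and 254 ± 84.3 CPM in total 80S of DE572AA-FLAG, and at 124 ± 28.7 and 191 ± 33.0 CPM in Upf1-FLAG (SD, n = 3 each). The difference in log2 IP/TOTAL was 2.47 (SE 0.40) with an adjusted p-value of 0.0237 in edgeR's test, and it was 2.20 to 2.62 in the 6 fits without a lysate, in each of which the call was lost. RPL7B has a close paralog and its value is uncertain. GCN4 (YEL009C) was at 198 ± 32.1 CPM in IP and 64.5 ± 7.003 CPM in total 80S of DE572AA-FLAG, and at 35.2 ± 20.7 and 33.9 ± 3.85 CPM in Upf1-FLAG (SD, n = 3 each). Its difference was 1.79 (SE 0.33) with an adjusted p-value of 0.0151 in edgeR's test. The call was lost in 4 of the 6 fits without a lysate, with the lowest difference, 1.37, without Upf1-FLAG replicate 3.

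The similarity of IP/TOTAL between strains was described by correlations of fitted log2 fold changes across transcripts, which are not independent replicates. FLAG-Upf1 CHX had a Pearson correlation of 0.397 with Upf1-FLAG (Spearman 0.476; 4433 transcripts), a comparison across the 2 tags and kits, which increased to 0.560 over transcripts with a mean log2 CPM of at least 5. Within the N experiment, over 4477 transcripts, FLAG-Upf1 CHX correlated at 0.439 with FLAG-Upf2 CHX (Spearman 0.532), 0.423 with FLAG-Upf3 CHX (0.497), 0.150 with FLAG-Upf1+Upf2+Upf3 CHX (0.230) and 0.291 with FLAG-Upf1 noCHX (0.387). Upf1-FLAG correlated at 0.741 with DE572AA-FLAG (Spearman 0.828) and at 0.799 with the upf2Δ-labelled strain (0.861), over 5078 transcripts. For scale, the IP/TOTAL of single lysates of a group correlated at 0.506 to 0.745 in Upf1-FLAG, 0.633 to 0.645 in DE572AA-FLAG and 0.654 to 0.719 in the upf2Δ-labelled strain. The corresponding values were 0.276 in FLAG-Upf1, 0.740 in FLAG-Upf2 and 0.576 in FLAG-Upf3 without cycloheximide, and 0.268, 0.773 and 0.688 with it. FLAG-Upf1+Upf2+Upf3 CHX had the lowest, 0.0901. Between groups, single lysates of Upf1-FLAG correlated at 0.4665 to 0.702 with DE572AA-FLAG and 0.499 to 0.781 with the upf2Δ-labelled strain. Those of FLAG-Upf1 CHX correlated at 0.346 to 0.502 with FLAG-Upf2 CHX, 0.332 to 0.462 with FLAG-Upf3 CHX and 0.1285 to 0.209 with FLAG-Upf1+Upf2+Upf3 CHX. They correlated at 0.170 to 0.363 with FLAG-Upf1 noCHX and 0.211 to 0.450 with Upf1-FLAG. These, not the fitted values, compare with the ranges within groups. The sides of each correlation have no library in common.

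The NMD-sensitive set was examined in IP/TOTAL to ask whether such transcripts are over-represented on ribosomes bound by Upf proteins. In the C experiment (555 members tested) its shift relative to all transcripts was 0.12 in Upf1-FLAG (57.3% higher; camera, adjusted p-value 0.373), 0.13 in DE572AA-FLAG (58.4% higher; 0.197) and 0.02 in the upf2Δ-labelled strain (51.4% higher; 0.519). The shift in Upf1-FLAG was -0.57 when the set was limited to transcripts at least 2-fold higher in both defining comparisons. In the N experiment (364 members tested) the shift without cycloheximide was 0.34 in FLAG-Upf1 (62.6% higher; camera, adjusted p-value 0.0169), 0.41 in FLAG-Upf2 (67.6% higher; 0.00715) and 0.27 in FLAG-Upf3 (58.5% higher; 0.0169). With cycloheximide it was 0.26 in FLAG-Upf1 (58.0% higher; 0.0322), 0.30 in FLAG-Upf2 (62.1% higher; 0.0169), 0.28 in FLAG-Upf3 (58.5% higher; 0.0257) and 0.20 in FLAG-Upf1+Upf2+Upf3 (54.7% higher; 0.362). Under fry only the calls of FLAG-Upf2 noCHX and FLAG-Upf1 CHX held, and the shift in DE572AA-FLAG passed the threshold. None passed it under camera with an estimated correlation. With the 2-fold definition the shift was below 0 in all 10 comparisons, from -2.89 in FLAG-Upf1 noCHX to -0.08 in FLAG-Upf2 noCHX. None of these was past the threshold (camera, adjusted p-values 0.304 to 0.925). The shift did not differ between strains under camera, at 0.04 for DE572AA-FLAG against Upf1-FLAG (adjusted p-value 0.65) and -0.01 for the upf2Δ-labelled strain against Upf1-FLAG (0.65), and the former passed the threshold under fry. Against FLAG-Upf1 CHX the difference was 0.12 for FLAG-Upf2 (camera, adjusted p-value 0.362), 0.01 for FLAG-Upf3 (0.351) and -0.34 for FLAG-Upf1+Upf2+Upf3 (0.787), and without the filter on low counts the last was 0.04.

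**Figure D2:**
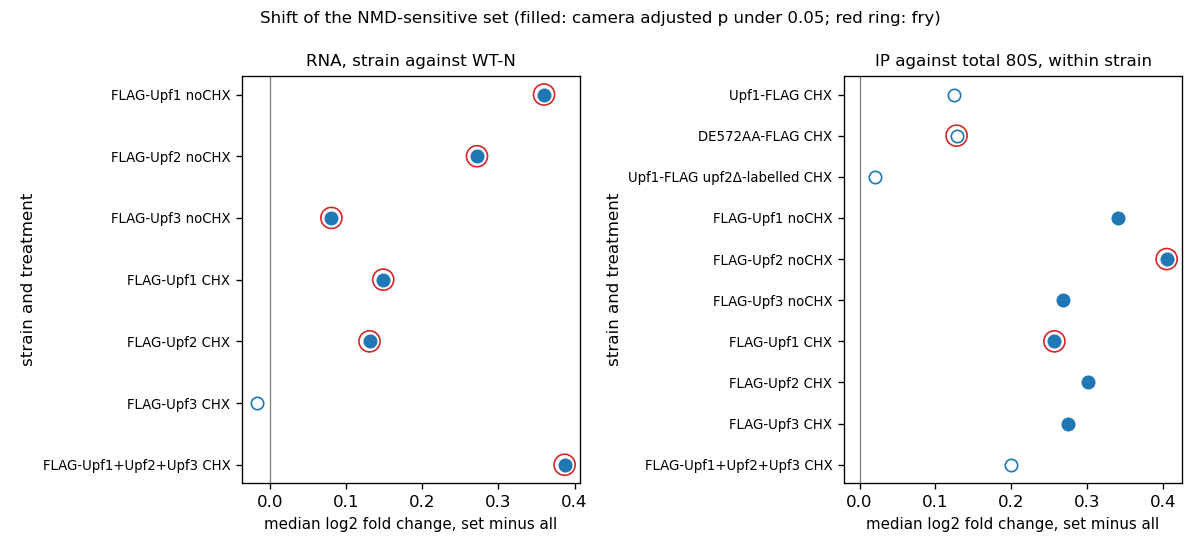
Median log2 fold change of the NMD-sensitive set minus that of all transcripts, for RNA of each strain against WT-N (left) and for IP against total 80S within each strain (right), with 1 point per comparison. Filled points passed camera at an adjusted p-value of 0.05 and red rings fry; the RNA shift ranged from -0.02 to 0.39 and the IP shift from 0.02 to 0.41.

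Relative to the median of all transcripts, most unspliced entries were lower in IP than in total 80S in the C experiment (13 to 34.8% above it). In the N experiment the share above it was 20 to 50%, with 50% in FLAG-Upf3 noCHX and FLAG-Upf1+Upf2+Upf3 CHX. Ribosomal protein transcripts were lower in IP too, and the unspliced entries were not tested without those of ribosomal protein genes. Over 69 entries in the C experiment the median relative to all transcripts was -1.47 in Upf1-FLAG (camera, adjusted p-value 0.297), -0.42 in DE572AA-FLAG (0.685) and -1.59 in the upf2Δ-labelled strain (0.0509). With the lysate as a block the last was -1.65 with an adjusted p-value of 0.0116, within a range of 2.18e-06 to 0.451 over its alternatives, and under fry all 3 passed the threshold. Over 20 entries in the N experiment it was -0.47, -0.87 and -0.23 without cycloheximide in FLAG-Upf1, FLAG-Upf2 and FLAG-Upf3, and -0.40, -0.45, -2.50 and 0.06 with it in these strains and FLAG-Upf1+Upf2+Upf3, none past the threshold in camera.

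Footprint lengths were compared because ribosomes in different states protect fragments of different length. In the 4 lysates of FLAG-Upf1 CHX and FLAG-Upf1+Upf2+Upf3 CHX with both classes, 37-43 nt footprints made up 41.5 ± 11.1% of the 37-43 and 27-32 nt counts in IP and 9.18 ± 2.11% in total 80S (SD, n = 4), and the share was higher in IP in 4 of 4 lysates. An exact two-sided permutation test gave a p-value of 0.125, the smallest that 4 pairs allow (adjusted p-value 0.125 over the 2 class comparisons). FLAG-Upf1 had 48.6 ± 12.7% in IP and 10.2 ± 2.82% in total 80S (SD, n = 2), and FLAG-Upf1+Upf2+Upf3 had 34.4 ± 2.55% and 8.14 ± 1.04% (SD, n = 2). The transcript YDR278C, singled out after its values were seen, took 22.2 to 51.8% of the 37-43 nt counts in these total 80S libraries, and without it the shares were 39.8 ± 12.1% in IP and 6.05 ± 2.63% in total 80S (SD, n = 4). In the IP libraries of the C experiment the share was 23.3 ± 6.04% in Upf1-FLAG and 23.9 ± 4.31% in the upf2Δ-labelled strain (SD, n = 3 each), with no 37-43 nt class of total 80S used here. Without cycloheximide, 20-23 nt footprints made up 65.1 ± 13.5% of the 20-23 and 27-32 nt counts in IP and 71.3 ± 11.6% in total 80S (SD, n = 6), lower in IP in 6 of 6 lysates, with an exact two-sided permutation p-value of 0.03125, the smallest that 6 pairs allow (adjusted p-value 0.0625).

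**Figure D3:**
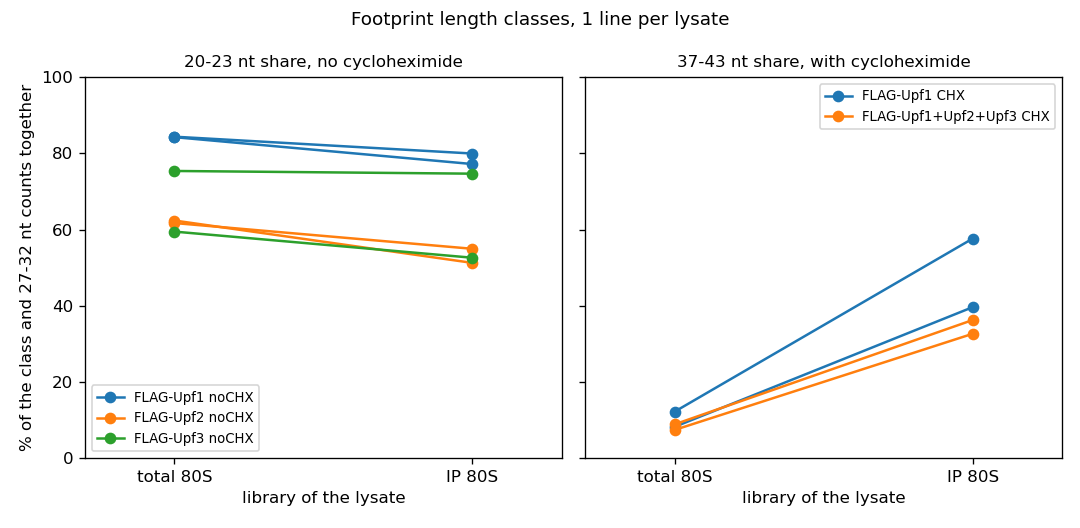
Share of 20-23 nt footprints without cycloheximide (left) and of 37-43 nt footprints with it (right), as % of the class and 27-32 nt counts together, with 1 line from total 80S to IP 80S per lysate. The 37-43 nt share had a mean of 9.18% in total 80S and 41.5% in IP, and the 20-23 nt share 71.3% and 65.1%.

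Within IP, 37-43 nt counts were compared with 27-32 nt counts of the same libraries. Of 3901 transcripts, 2313 differed in Upf1-FLAG (1106 with relatively more 37-43 nt counts, 1207 with fewer) and 2345 in the upf2Δ-labelled strain (1141 and 1204). Without replicate 2, the Upf1-FLAG count was 1717, the lowest of the fits without a lysate. The NMD-sensitive set (270 members tested) was shifted by -0.23 in Upf1-FLAG (camera, adjusted p-value 0.686) and by -0.34 in the upf2Δ-labelled strain (0.527), and both shifts passed the threshold under fry only.

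Translational efficiency was compared between the tagged strains and WT-C in the C experiment, over 6624 transcripts. It differed at 46 transcripts in Upf1-FLAG (32 higher, 14 lower), 129 in DE572AA-FLAG (96 higher, 33 lower) and 159 in the upf2Δ-labelled strain (125 higher, 34 lower), with 947, 1100 and 1121 at an unadjusted p-value under 0.05. The first count was 0 when only the compared groups entered the model and 2 without Upf1-FLAG replicate 3. The second was 60 without WT-C replicate 3 and the third 50 without replicate 2 of the upf2Δ-labelled strain. With the lysate as a block the counts were 7, 59 and 46. With RLE size factors the share of higher calls was 33.3% in place of 69.6%, 44.0% in place of 74.4% and 43% in place of 78.6%, so the majority direction turned round, and the median of all transcripts moved by -0.12 in DE572AA-FLAG and -0.13 in the upf2Δ-labelled strain.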

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

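The results here are differences between groups in an effect, tested with interaction terms. The RLE size factors, the lysate as a block and the fits without a replicate were planned. All other tests of explanations were chosen after the results had been seen. No group had as many as 4 samples, so no single sample was tested as standing apart from its group.

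The IP/TOTAL of DE572AA-FLAG differed from that of Upf1-FLAG at 12 transcripts, all higher, under edgeR's quasi-likelihood test. IP totals were 954102 to 1419206 counts in DE572AA-FLAG and 275416 to 1169100 in Upf1-FLAG. When all libraries were thinned to equal totals, 6 transcripts were called, of which 5 were among the 12, so library size alone does not account for those 5. The other 7 were not called at equal depth, and as thinning also removes counts, depth and strain cannot be told apart for them. Of the 12, 2 are RPL genes and RPP2A, named after its values were seen, encodes a ribosomal stalk protein, and 3 had a library at 3 counts or fewer. A further 1 is the marker LEU2, whose RNA was at 337 CPM in DE572AA-FLAG and 564 CPM in Upf1-FLAG, and whether its call comes from the marker was not tested. The 12 include GCN4 and HAC1, the latter chosen after its values were seen, whose mRNAs are both known for regulated translation. A candidate explanation is that the ATPase mutant stays on ribosomes of other mRNAs than the wild-type protein does. A smaller IP/TOTAL contrast in DE572AA-FLAG as a whole also stays open. The median absolute log2 IP/TOTAL of all transcripts was 0.447 in DE572AA-FLAG and 0.532 in Upf1-FLAG. The median of RPL and RPS transcripts relative to all transcripts was -1.03 and -1.25. Which of the 12 a smaller contrast could account for was not tested, nor was background in the pull-down. The result also rests on few libraries, since 1 call was left without Upf1-FLAG replicate 2. Of the 10 ways to split the 6 lysates into groups of 3, only the real split (1 of 10) gave as many calls.

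In the N experiment, FLAG-Upf3 CHX differed from FLAG-Upf1 CHX at 43 transcripts, 42 of them lower. At equal totals 34 were called, and 31 of the 43 were called again, which speaks against library size as the source of those 31. For the other 12 depth and strain cannot be told apart. Of the 43, 21 are RPL or RPS transcripts and 22 are not, and 7 had a library at 3 counts or fewer. Both groups had 2 lysates, too few for a count of other splits. The explanations that stay open are a difference between Upf3 and Upf1 in the ribosomes they bind and a difference between the pull-downs in background, which was not tested because no pull-down from untagged cells was analysed here.

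FLAG-Upf1+Upf2+Upf3 CHX differed from FLAG-Upf1 CHX at 41 transcripts, of which 35 had a library at 3 counts or fewer. Its IP totals were 66970 to 78005 counts against 240166 to 305354 in FLAG-Upf1. At equal totals 21 transcripts were called, 16 of them among the 41. For the other 25 depth and strain cannot be told apart. With the lysate as a block 9 calls were made, and with 27-32 nt footprints also without cycloheximide 1, so this difference may in large part reflect low counts and the spread shared with other groups.

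Translational efficiency differed from WT-C at 46 transcripts in Upf1-FLAG, 129 in DE572AA-FLAG and 159 in the upf2Δ-labelled strain. The total 80S libraries of WT-C were the shallowest, at 213692 to 714997 counts, against 2559499 to 3020884 in Upf1-FLAG, 1294979 to 1626635 in DE572AA-FLAG and 1931854 to 2751752 in the upf2Δ-labelled strain. At equal totals 7, 8 and 8 of the calls were made again, and 39, 121 and 151 were not. With RLE size factors 24, 72 and 74 calls were made in the same direction, and 22, 57 and 85 were not. The calls made again at equal totals speak against library size as their source. Those made again with RLE size factors do not depend on the choice between TMM and RLE. As both apply a single factor per library, scaling as such is not excluded for them. Which calls were made again in both tests was not counted. For the others the strain, depth and scaling cannot be told apart. Libraries at 3 counts or fewer occurred among 10, 38 and 42 of the calls. Of the 159 calls in the upf2Δ-labelled strain, 154 lie outside the marker and mating-type genes, so those genes are not the main source. In each of the 3 comparisons the real split of the 6 lysates (1 of 10) was the only split with as many calls. The low depth of WT-C may account for many of the calls that were not made again, and a change in translation between the strains stays open for the others.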

How the results depend on the processing

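All alternatives were planned except the 27-32 nt footprints without cycloheximide, the transformant as a block and those of the length classes, which were chosen after seeing the data. Over all alternatives 1807 values were computed, of which 1560 kept their direction, side of the threshold or size and 247 did not (39 weaker, 31 stronger, 32 reversed, and the others moved). The cause was not tested unless it is given. With the deposited FPKM values all 30 levels of the Upf genes, as ratios to the wild type, stayed within the spread between replicates. The markers were not compared in this way. These 30 are among the 1560 values but are no independent check. FPKM values derive from the same estimates, so the ratios of a transcript between groups could hardly differ.

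With RLE size factors 224 of 232 values held. Known substrates higher in FLAG-Upf2 CHX went from 3 to 1, total 80S calls from 2 to 7 in FLAG-Upf1 noCHX and from 2 to 4 in FLAG-Upf1 CHX, the IP/TOTAL difference of FLAG-Upf2 from FLAG-Upf1 from 0 to 8, and TE calls from 46 to 30 in Upf1-FLAG and from 159 to 93 in the upf2Δ-labelled strain. LEU2 RNA in FLAG-Upf3 CHX went from 0.00 to -0.01 with RLE and with DESeq2. In addition 1 named gene became stronger.

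Without the filter on low counts 211 of 232 values held. Total 80S calls rose from 2 to 19, 11 to 23 and 1 to 8 in FLAG-Upf1, FLAG-Upf2 and FLAG-Upf3 noCHX, from 2 to 10 and 1 to 6 in FLAG-Upf1 and FLAG-Upf3 CHX, from 42 to 79 in FLAG-Upf1+Upf2+Upf3 and from 1 to 18 between WT-N treatments. Differences in IP/TOTAL rose from 0 to 17, 43 to 89 and 41 to 106 for FLAG-Upf2, FLAG-Upf3 and FLAG-Upf1+Upf2+Upf3 against FLAG-Upf1, and from 0 to 6, 5 and 6 between treatments in FLAG-Upf1, FLAG-Upf2 and FLAG-Upf3. The NMD-sensitive shift in IP/TOTAL lost its call in FLAG-Upf1 noCHX (0.34 to 0.059), FLAG-Upf3 noCHX (0.27 to 0.07), FLAG-Upf1 CHX (0.26 to 0), FLAG-Upf2 CHX (0.30 to 0.027) and FLAG-Upf3 CHX (0.28 to 0). The unspliced shift turned from -0.47 to 0.059 in FLAG-Upf1 noCHX and from -0.23 to 0.07 in FLAG-Upf3 noCHX, and the NMD-sensitive difference of FLAG-Upf1+Upf2+Upf3 from -0.34 to 0.043. In this setting transcripts without counts enter the sets and pull the medians toward 0.

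The replicate block uses the lysate for IP/TOTAL and TE, where the number pairs libraries, and a number that is shared only in name for RNA and total 80S across strains. With it 217 of 232 values held. Calls went from 261 to 173 in RNA of FLAG-Upf3 CHX, from 829 to 540 in IP/TOTAL of FLAG-Upf1+Upf2+Upf3, from 41 to 9 in its difference from FLAG-Upf1, and from 46 to 7, 129 to 59 and 159 to 46 in TE. The unspliced shift of the upf2Δ-labelled strain in IP/TOTAL went from -1.59 to -1.65 and past the threshold, and the NMD-sensitive difference of FLAG-Upf3 from FLAG-Upf1 from 0.01 to -0.016. Of the named genes 5 lost their call and 2 gained one. The block changed no other call of a set or a named gene, and the other counts of calls stayed within 1.5 times, which does not show that the same transcripts were called. Between treatments of WT-N the transformant pairs the libraries, and with it as a block 9 of 10 values held, RNA calls went from 4062 to 3917 and total 80S calls from 1 to 11. The correlation of deviations between same-numbered RNA libraries across groups was -0.388 to 0.0263 with 2 numbers and -0.193 to 0.183 with 3, and that of total 80S libraries -0.0189 to 0.0278 and -0.0413 to 0.0434.

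With 27-32 nt footprints also without cycloheximide 22 of 42 values held. Total 80S calls went from 2 to 13 in FLAG-Upf1 noCHX, 1 to 3 in FLAG-Upf3 noCHX, 1 to 2 in FLAG-Upf3 CHX and 42 to 10 in FLAG-Upf1+Upf2+Upf3. IP/TOTAL calls fell from 203 to 56, 506 to 310 and 530 to 265 in FLAG-Upf1, FLAG-Upf2 and FLAG-Upf3 noCHX, and from 136 to 49, 562 to 334 and 829 to 521 in FLAG-Upf1, FLAG-Upf2 and FLAG-Upf1+Upf2+Upf3 CHX. Differences from FLAG-Upf1 fell from 43 to 18 for FLAG-Upf3 and 41 to 1 for FLAG-Upf1+Upf2+Upf3. The NMD-sensitive shift lost its call in FLAG-Upf1 noCHX (0.043) and FLAG-Upf3 noCHX (0.24), and the unspliced shift reversed in FLAG-Upf1 noCHX (0.043), FLAG-Upf3 noCHX (0.28) and FLAG-Upf1+Upf2+Upf3 (-3.77). The libraries without cycloheximide hold fewer counts in this class, and those with it share the spread estimate. Of the named genes 3 became weaker.

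With only the compared groups in the model 25 of 58 values held, and fewer libraries then set the spread. RNA calls went from 1786 to 849 and 1539 to 946 in DE572AA-FLAG and the upf2Δ-labelled strain against Upf1-FLAG, from 1004 to 41 and 316 to 34 in FLAG-Upf2 and FLAG-Upf3 noCHX, and from 969 to 50, 123 to 31, 261 to 40 and 1510 to 833 in FLAG-Upf1, FLAG-Upf2, FLAG-Upf3 and FLAG-Upf1+Upf2+Upf3 CHX. Known substrates higher went from 8 to 2 in FLAG-Upf2 noCHX, and from 1, 4 and 3 to 0 in FLAG-Upf3 noCHX, FLAG-Upf1 CHX and FLAG-Upf2 CHX. Total 80S calls went from 173 to 40 and 472 to 283 in Upf1-FLAG and DE572AA-FLAG, from 2, 11 and 1 to 0, 4 and 0 in FLAG-Upf1, FLAG-Upf2 and FLAG-Upf3 noCHX, from 1 to 0 in FLAG-Upf3 CHX, from 42 to 2 in FLAG-Upf1+Upf2+Upf3 and from 1 to 0 between WT-N treatments. IP/TOTAL calls went from 203 to 100 and 506 to 1571 in FLAG-Upf1 and FLAG-Upf2 noCHX, and from 562 to 1882, 654 to 1129 and 829 to 10 in FLAG-Upf2, FLAG-Upf3 and FLAG-Upf1+Upf2+Upf3 CHX. Differences from FLAG-Upf1 went from 0 to 16, 43 to 80 and 41 to 1 for FLAG-Upf2, FLAG-Upf3 and FLAG-Upf1+Upf2+Upf3, and between treatments from 0 to 2, 7 and 4 for FLAG-Upf1, FLAG-Upf2 and FLAG-Upf3. TE calls went from 46 to 0 in Upf1-FLAG and from 129 to 36 in DE572AA-FLAG.

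With DESeq2 166 of 190 values held, and calls were more numerous where they moved. RNA calls went from 316 to 524 in FLAG-Upf3 noCHX, 123 to 299 in FLAG-Upf2 CHX and 261 to 747 in FLAG-Upf3 CHX. Total 80S calls went from 2 to 26 in FLAG-Upf1 noCHX, 2 to 14 in FLAG-Upf1 CHX, 42 to 96 in FLAG-Upf1+Upf2+Upf3 and 1 to 35 between WT-N treatments. IP/TOTAL calls went from 203 to 338 and 136 to 273 in FLAG-Upf1 noCHX and CHX. Differences went from 0 to 1 for the upf2Δ-labelled strain, from 0 to 57, 43 to 125 and 41 to 194 for FLAG-Upf2, FLAG-Upf3 and FLAG-Upf1+Upf2+Upf3, and from 0 to 1 between treatments in FLAG-Upf1 and in FLAG-Upf3. TE calls went from 46 to 161, 129 to 241 and 159 to 266. On simulated data the false calls of DESeq2 and edgeR in the C experiment were 23 and 8 for RNA, 7 and 4 for total 80S, 10 and 10 for IP/TOTAL, 9 and 10 for differences and 8 and 11 for TE, and in the N experiment 22 and 8 for RNA, 10 and 4 for total 80S, 4 and 1 for IP/TOTAL and 8 and 1 for differences. A further 5 named genes became stronger, and RPB10 in FLAG-Upf1 CHX got no adjusted p-value.

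With fry 19 of 39 set calls held, at the same shifts. The NMD-sensitive shifts in IP/TOTAL of FLAG-Upf1 noCHX (0.34), FLAG-Upf3 noCHX (0.27), FLAG-Upf2 CHX (0.30) and FLAG-Upf3 CHX (0.28) were no longer past the threshold. Newly past it were those of DE572AA-FLAG (0.13), of its difference from Upf1-FLAG (0.038) and of the length classes in Upf1-FLAG (-0.23) and the upf2Δ-labelled strain (-0.34). Newly past it were also the unspliced shifts in RNA of the C experiment (0.076, 0.17, 0.24, 0.13 and 0.16) and in IP/TOTAL of Upf1-FLAG (-1.47), DE572AA-FLAG (-0.42), the upf2Δ-labelled strain (-1.59), FLAG-Upf1 noCHX (-0.47), FLAG-Upf2 noCHX (-0.87), FLAG-Upf2 CHX (-0.45) and FLAG-Upf3 CHX (-2.50). Fry tests a set against no change, and camera tests it against the other transcripts.

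With the NMD-sensitive set limited to 71 transcripts at least 2-fold higher in both comparisons, 12 of 22 shifts reversed. None of the 12 was past the threshold (camera, adjusted p-values 0.304 to 0.925). In IP/TOTAL they were -0.57 in Upf1-FLAG, -0.43 in DE572AA-FLAG, -0.81 in the upf2Δ-labelled strain, -2.89, -0.08 and -0.57 in FLAG-Upf1, FLAG-Upf2 and FLAG-Upf3 noCHX, and -0.82, -1.50, -0.37 and -0.73 in FLAG-Upf1, FLAG-Upf2, FLAG-Upf3 and FLAG-Upf1+Upf2+Upf3 CHX. The differences were -0.063 for DE572AA-FLAG and 1.25 for FLAG-Upf1+Upf2+Upf3. With the set of 1544 transcripts higher in both strains against WT-C, the shifts in IP/TOTAL lost their call in FLAG-Upf1, FLAG-Upf2 and FLAG-Upf3 noCHX (0.21, 0.24 and 0.15) and CHX (0.16, 0.21 and 0.14). No RNA shift reversed under either definition.

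Over transcripts with a mean log2 CPM of at least 5, the Pearson correlation of IP/TOTAL of FLAG-Upf1 CHX was 0.560 with Upf1-FLAG, 0.581 with FLAG-Upf2, 0.554 with FLAG-Upf3, 0.210 with FLAG-Upf1+Upf2+Upf3 and 0.430 with FLAG-Upf1 noCHX, and that of Upf1-FLAG was 0.923 with DE572AA-FLAG and 0.949 with the upf2Δ-labelled strain, all higher than over all transcripts, which have more counting noise.

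Leaving out 1 replicate at a time gave 691 values, of which 611 held and 80 did not (49 moved, 14 weaker, 6 stronger, 11 reversed). In the C experiment, URA3 RNA ranged from -0.01 to 0.27 in Upf1-FLAG against WT-C, from -0.076 to 0.08 in the upf2Δ-labelled strain against WT-C and from -0.24 to 0.033 in it against Upf1-FLAG. Total 80S calls ranged from 105 to 151 in Upf1-FLAG (lowest without WT-C replicate 2), 309 to 469 in DE572AA-FLAG (without WT-C replicate 3) and 240 to 397 in the upf2Δ-labelled strain (without its replicate 3). Differences in IP/TOTAL ranged from 1 to 15 in DE572AA-FLAG (without Upf1-FLAG replicate 2) and 0 to 1 in the upf2Δ-labelled strain. TE calls ranged from 2 to 75 (without Upf1-FLAG replicate 3), 60 to 130 (without WT-C replicate 3) and 50 to 102 (without replicate 2 of the upf2Δ-labelled strain). The NMD-sensitive difference of the upf2Δ-labelled strain ranged from -0.036 to 0.01 and its unspliced shift in IP/TOTAL from -2.13 to -1.41. For the N experiment a fit without a replicate leaves 1 sample in a group, so values are given without a call. The NMD-sensitive shift in RNA ranged from -0.03 to -0.016 in FLAG-Upf3 CHX and 0.36 to 0.40 in FLAG-Upf1+Upf2+Upf3. In IP/TOTAL it ranged from 0.16 to 0.30 and 0.16 to 0.34 in FLAG-Upf1 and FLAG-Upf3 noCHX, and from 0.25 to 0.49, 0.32 to 0.37 and 0.25 to 0.26 in FLAG-Upf1, FLAG-Upf2 and FLAG-Upf3 CHX. The unspliced shift ranged from -0.82 to 0.30, -0.90 to -0.069 and -0.094 to 0.048 in FLAG-Upf1, FLAG-Upf2 and FLAG-Upf3 noCHX, and from -0.27 to -0.14, -1.85 to -0.089 and 0 to 0.46 in FLAG-Upf1, FLAG-Upf3 and FLAG-Upf1+Upf2+Upf3 CHX. The NMD-sensitive difference from FLAG-Upf1 ranged from -0.15 to 0.13 for FLAG-Upf2, -0.041 to 0.093 for FLAG-Upf3 and -0.76 to 0.08 for FLAG-Upf1+Upf2+Upf3.

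In simulated data with a spread shared by all groups, power was low for footprints in the N experiment. Depth, spread and the number of lysates were not separated as reasons. With 25 to 29.5% of 4-fold changes recovered in simulated total 80S and IP/TOTAL and 7% in differences, low counts of calls there do not show that strains are alike.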

Other observations

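All tests in this part were chosen after the patterns had been seen, and each explanation is a hypothesis. Splits of the 6 libraries or lysates of 2 groups of 3 were counted for every such comparison, and 10 splits cannot give a share under 0.1.

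Mating-type transcripts separated the strains. A list of 11 genes known to be specific to the alpha or the a mating type was written down after MF(ALPHA)1, STE3, MFA2 and BAR1 had been seen. In the upf2Δ-labelled strain against Upf1-FLAG, 11 of 11 moved in the alpha direction with an adjusted p-value under 0.05 in edgeR's test (median log2 fold change 6.03), and 11 of 11 did so in FLAG-Upf2 CHX (median 6.34) and FLAG-Upf2 noCHX (median 6.53) against WT-N. In DE572AA-FLAG against WT-C, where known NMD substrates rose as well (median 0.97), the median of the list was 0.21, which speaks against loss of NMD as the whole cause. MATALPHA1 RNA, chosen after its values were seen, exceeded HMRA1 RNA in the 7 RNA libraries of strains labelled nmd2::HIS3 and in none of the 23 others, so that all 30 libraries matched that label, with MATALPHA1 at 15.1 to 18.7 CPM in the 7. For the 4 FLAG-Upf2 libraries a mix-up of samples is hard to reconcile with the plasmid gene, since their lowest NMD2 level was 7438 CPM against at most 208 CPM in WT-N. For the 3 upf2Δ-labelled libraries, the NMD2 level of at least 1164 CPM goes against the label. Their unspliced NMD2 entry held 0 counts, against means of 6.35 to 15.7 CPM in the other C strains, which speaks against an unaltered NMD2 gene. URA3 RNA was not higher than in Upf1-FLAG, which goes against the label upf1::URA3. A partial disruption of NMD2 and a label that is wrong in another way cannot be told apart. These values are consistent with strains labelled nmd2::HIS3 of the alpha and other strains of the a mating type, so that mating type and the nmd2 allele are confounded in every comparison of these strains. In total 80S, 9 of 10 calls in FLAG-Upf2 CHX and 9 of 11 in FLAG-Upf2 noCHX are genes of the list. Only 1 member of the NMD-sensitive set, SAG1, is in the list, so the set does not consist of these genes. Which calls outside the list come from mating type was not tested.

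The libraries of the strain labelled as lacking nmd2 and carrying Upf1-FLAG had 1174 CPM of NMD2 RNA and 0 counts of its unspliced entry, while FLAG-Upf2 libraries, whose NMD2 is on a plasmid, had unspliced means of 1912 CPM without and 2314 CPM with cycloheximide. The source of these levels was not tested.

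UPF1, NMD2 and UPF3 were listed at 0 in all 53 ribosome libraries although their RNA was abundant. If UPF1 had the footprints per RNA of the median transcript, at least 2751 footprints would be expected in each total 80S library of FLAG-Upf1, which speaks against low depth. Of 3430 other named mRNAs with at least the wild-type RNA level of the 3 genes (44.2 CPM), 1 was at 0 in every ribosome library, YLR154C-G, chosen after its values were seen, at 218 CPM in wild-type RNA. This is consistent with the 3 genes having been left out when the footprint tables were made. No biological explanation was tested.

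Ribosomal protein transcripts were lower in IP than in total 80S in every strain. The median log2 IP/TOTAL of 132 RPL and RPS transcripts relative to all transcripts was -1.03 to -2.99 over 10 comparisons, and their summed share of counts was lower in IP in 23 of 23 lysates, which reads divided between paralogs would not change. Relative to transcripts of matched length the median was at most -0.78 (and at lowest -1.97), so length alone is not enough. As the median was below 0 in all 10 comparisons over both kits, a single kit for removing ribosomal RNA does not account for it. A hypothesis left open is that ribosomes on these short and heavily translated mRNAs carry less Upf protein. Background in the pull-down was not tested.

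IP/TOTAL rose with transcript length in all 10 comparisons. The Spearman correlation with length, across transcripts, was 0.250 to 0.501, and without ribosomal protein transcripts it was 0.223 to 0.465, so that these do not make the trend alone. It covered 3084 of the 5078 transcripts tested in the C experiment and 3303 of the 4477 in the N experiment, so the trend is not shown for the others. Longer mRNAs may hold more Upf protein per ribosome, or may be recovered better in the pull-down, and no test here separates these.

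The larger share of 37-43 nt footprints in IP than in total 80S did not come from 1 transcript. YDR278C took up to 51.8% of the 37-43 nt counts of a total 80S library, but without it the mean share in IP was 39.8% against 6.05% in total 80S, still higher in IP in 4 of 4 lysates. A candidate explanation is that Upf1 binds ribosomes in a state that protects a longer fragment, and recovery of long fragments that differs between the 2 kinds of library stays open.

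For RNA, total 80S, IP/TOTAL and the length classes in the C experiment, the real split (1 of 10) alone gave as many calls as reported, and the other splits gave 0 to 7. The exception was the difference in IP/TOTAL between the upf2Δ-labelled strain and Upf1-FLAG, where 10 of 10 splits gave as many calls, since the count was 0 (3.98% of transcripts at an unadjusted p-value under 0.05). Where the lysate or number pairs the libraries, 4 of the 10 splits part all 3 pairs, the real one among them.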
